A study of Mus musculus with 2 samples. Its data were reported in "Differential susceptibility of male and female germ cells to glucocorticoid-mediated signaling" (2024).

How the data were processed

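Single-cell RNA sequencing was performed by the authors on mouse fetal ovaries at embryonic day 15.5 (E15.5). The glucocorticoid receptor (GR) is a steroid hormone receptor encoded by Nr3c1. Ovaries with a deletion of GR (KO) and wild-type ovaries (WT) were each pooled by genotype, from 2 embryos for the KO library and 4 embryos for the WT library. Germ cells were sorted by the fluorescence of a Pou5f1-GFP transgene, which marks germ cells, and were mixed with somatic cells of the ovary at 60 to 40. Each pool gave 1 library, so each group holds 1 sample and there is no replicate. The capture used droplets and a 3-prime chemistry, in which each captured transcript carries a unique molecular identifier (UMI) and reads come from near the 3-prime end of the transcript.

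The deposited values are UMI counts per gene and cell barcode, whole numbers with no normalization. They were made by the authors with Cell Ranger, version 3.0.2 per the file headers. The settings used to call cells, the genome build and the gene annotation of these counts are not stated. Of the 27998 gene identifiers, 27645 (98.7%) were matched to the GENCODE M21 annotation of the GRCm38 mouse genome, from which chromosomes, positions and gene types were taken. These coordinates are those of GRCm38, and the build of the counts may differ. The counts name genes and not exons, so a transcript that lost an exon still counts for its gene. How reads that match several genes were treated is not stated for these files. Genes with a near-identical copy are therefore uncertain, and are named as such where copies were looked for. Not every named gene was examined for a copy.

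Cells were kept by the limits of the study, which differ between the libraries: 1500 to 6500 genes, 5500 to 40000 UMIs and under 10% mitochondrial UMIs for WT, and 1200 to 5500 genes, 3000 to 30000 UMIs and under 10% mitochondrial UMIs for KO. No doublet caller was applied beyond the upper UMI limit, and removal of doublets called by Scrublet with an expected rate of 8% was an alternative. Counts per cell were scaled to 10000, transformed to ln(value + 1), and restricted to 2000 variable genes. The number of genes, the number of UMIs and the mitochondrial and ribosomal shares were regressed out, as in the study. Leiden clustering at resolution 0.5 followed on 30 principal components and 20 neighbours (random seed 1). Cell types were not taken from a deposited annotation. Each cluster was named from marker genes fixed before the data were examined, with the suffix -like, when at least 3 markers were detected in at least 10% of its cells at more than 2-fold the level of cells provisionally given another class, and when its 10 leading genes did not go against the name. The form of this naming rule was set after the clusters had been seen. Every cluster received a name under these settings. A difference from the study may come from these rebuilt names.

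For each class and library, UMIs were summed over cells and expressed as counts per 1000000 UMIs of the class (CPM). The log2 CPM ratio of KO over WT carries an exact 95% interval for counts, and a CPM carries an exact Poisson interval. A share of cells carries an exact Clopper-Pearson interval. These intervals cover counting error only. Cells are not replicates, so no test was run over cells and no p-value is given. A difference between the libraries therefore has no replicate check, and genotype cannot be separated from the embryo pool, the sort or the capture. As a description of the 2 libraries, genes were counted whose ln(CP10k + 1), the natural log of counts per 10000 UMIs plus 1, differed by at least 0.25, the size limit of the study, among genes with at least 100 UMIs over both sides of the comparison. This measure understates the change of genes at low levels. A gene at a low enough WT level cannot pass the limit as lower, even if it is lost completely. Named genes were fixed by rule before the data were examined. They are those past this limit with the largest absolute log2 ratio, 8 in each direction in germ-like cells and 3 in each direction in the granulosa-like, theca-like and epithelia-like classes. For WT germ-like against WT granulosa-like cells they are the 5 largest differences in ln(CP10k + 1) in each direction, with class markers left out. Shares of cells with a UMI were repeated after each cell was thinned to 3000 UMIs at random, which left out 0 cells in either library.

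Gene lists were fixed before the data were examined: a meiotic panel (Dmc1, Prdm9, Smc1b, Sycp1 and Sycp3), GR-responsive genes (Fkbp5, Tsc22d3, Klf9, Per1, Zbtb16 and Sgk1), a splicing panel, a list of pluripotency and mitotic genes, an early meiotic list, a later prophase and oocyte list, haemoglobin genes and Y-linked genes. A list of immediate early genes was written after several of its members had been seen among the lower genes. For each list the median log2 ratio of members with at least 100 UMIs was placed among 10000 random lists of the same size matched on mean expression. The percentile describes these libraries and is not a test across replicates.

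The counting step was tested on simulated data, with Poisson counts for the real genes and 200 genes changed by known folds. For germ-like cells, over 13807 genes, only 52 of the 200 simulated changes were past the size limit. Of these 52, 51 were recovered, and 0 of 13607 unchanged genes passed the limit. The other simulated changes lay within the limit, so the count does not see them. The intervals of that comparison covered the simulated ratio in 95.3% of genes. Among changes past the limit, recovery was 96.8% for granulosa-like (11069 genes), 97.7% for theca-like (10622 genes) and 95.2% for epithelia-like cells (10017 genes). For WT germ-like against granulosa-like cells it was 96.3% (13241 genes). The simulation holds counting error only, and not the spread between embryos or captures.

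The alternatives were other limits on cells (common limits of 1500 to 5500 genes, 5500 to 30000 UMIs and under 10% mitochondrial UMIs, or all deposited barcodes), removal of doublets by Scrublet or of cells with at least 3 UMIs of the markers of another class, Leiden resolution 1, clustering without regression, scaling by the TMM factors of edgeR or by UMIs without mitochondrial, ribosomal protein and haemoglobin genes, the mean over cells of each cell's CPM, thinning to 3000 UMIs, a minimum of 1000 UMIs or no minimum, and a size limit of 0.5. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9. R 4.3.3 was used with edgeR 4.0.16, and transcripts were compared with BLAST 2.17.0.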

Results

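Transcripts were measured in single cells of E15.5 mouse ovaries to ask whether loss of GR changes the transcriptome of fetal germ cells and of the ovarian somatic cells around them. The data comprised 1 KO library and 1 WT library. The KO library held 17829 cell barcodes with 186117981 UMIs in total, and the WT library held 11430 barcodes with 168483330 UMIs. After filtering with the limits of the study, 15502 KO cells (86.9%) and 9045 WT cells (79.1%) remained, 24547 in all. Kept KO cells had a median of 10194.5 UMIs and 3050 genes. Kept WT cells were deeper, with a median of 15685 UMIs and 3877 genes. The alternative that moved these numbers most was the removal of cells with UMIs of another class's markers, which left 11251 KO and 6332 WT cells.

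Clusters were named as germ-like, granulosa-like, theca-like, epithelia-like, endothelia-like, perivascular-like, immune-like and erythroid-like cells, all of which were found in both libraries. Germ-like cells made up 65.8% of KO cells (95% interval 65.1 to 66.6) and 75.2% of WT cells (74.3 to 76.1). Both shares lay above the 60% at which germ cells were mixed in. Because this mix was set by sorting, the shares describe the mixing and capture rather than the genotypes. With cells carrying UMIs of another class's markers removed, the shares were 84.4% and 91.8%, the largest move among the alternatives. The main somatic classes comprised 2022 KO and 925 WT granulosa-like cells, 1886 KO and 816 WT theca-like cells, and 1084 KO and 401 WT epithelia-like cells.

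Nr3c1 was examined first, as a check of the genotype labels. The gene lies on chromosome 18 from 39410545 to 39519421 in GRCm38. In germ-like cells, 1413 Nr3c1 UMIs were counted in the KO library against 8676 in the WT library. These correspond to 11.6 CPM (11.0 to 12.2) and 71.8 CPM (70.3 to 73.4), a log2 ratio of −2.63 (−2.71 to −2.55). The KO level was 16.2% of the WT level. The ratio was −2.11 (−2.43 to −1.80) in granulosa-like cells, where Nr3c1 fell from 25.7 to 5.94 CPM. It was −1.94 (−2.20 to −1.69) in theca-like cells, from 45.4 to 11.8 CPM, and −2.04 (−2.42 to −1.67) in epithelia-like cells, from 26.9 to 6.52 CPM. All of these differences exceeded counting error, and their direction followed the labels in each of the 4 classes. Thinning moved the germ-like ratio most, to −2.50. In WT cells the Nr3c1 level was highest in germ-like cells among these 4 classes.

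**Figure D1:**
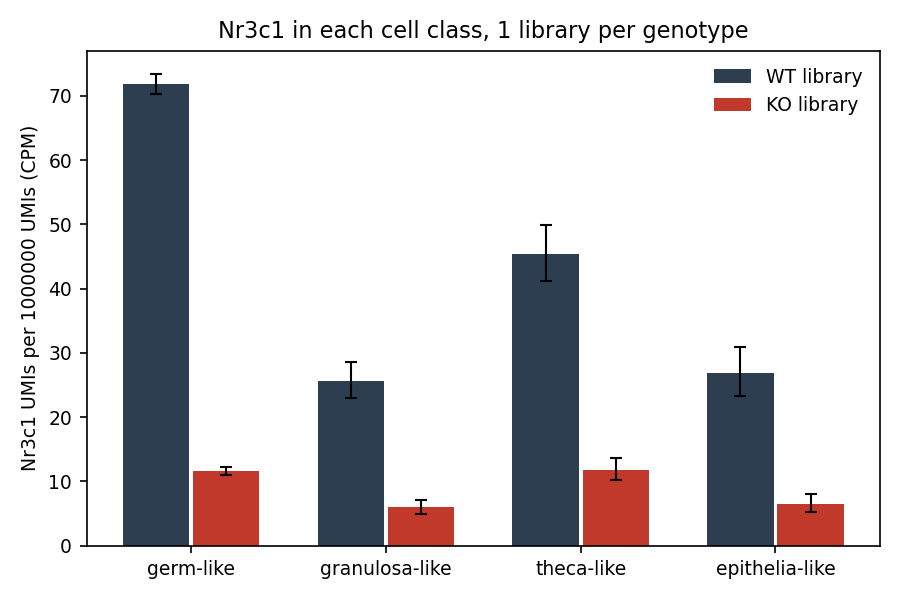
Nr3c1 level (UMIs per 1000000 UMIs, CPM, y axis) in the 4 main cell classes (x axis) of the WT library (dark bars) and the KO library (red bars), with exact 95% Poisson intervals that cover counting error only. Every KO bar lies below the WT bar of its class, at 11.6 against 71.8 CPM in germ-like cells.

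At least 1 Nr3c1 UMI was found in 12.5% of KO germ-like cells (11.9 to 13.2; median depth 11318 UMIs) and in 64.8% of WT germ-like cells (63.7 to 65.9; median depth 17110 UMIs). With every cell thinned to 3000 UMIs and 0 cells left out of either library, these shares became 3.60% (3.24 to 3.98) and 18.5% (17.6 to 19.5). In granulosa-like cells the share was 5.34% in KO (median 8479 UMIs) and 23.9% in WT (median 12618 UMIs), or 1.93% and 8.97% after thinning. In theca-like cells it was 7.90% (median 6477.5 UMIs) and 35.2% (median 10059.5 UMIs), or 3.34% and 10.8% after thinning. In epithelia-like cells it was 7.47% (median 11312.5 UMIs) and 30.7% (median 16895 UMIs), or 1.75% and 5.74% after thinning. No class was taken to lack Nr3c1 transcripts, so the KO cells of the same class served as the reference for WT shares. The WT share lay above this reference in each of these 4 classes. After birth, the paper found almost no GR protein in granulosa cells. That is a later stage and protein, so it was not used as a reference for these transcripts. Among the smaller classes, Nr3c1 was lower in KO in endothelia-like cells, at 9.23 CPM (4.92 to 15.8) against 45.8 (26.7 to 73.4). In immune-like cells it was at 24.1 CPM (12.8 to 41.1) in KO and 66.1 (44.2 to 94.9) in WT. In erythroid-like cells it was at 4.57 CPM (1.25 to 11.7) and 23.8 (10.3 to 46.9), with overlapping intervals. Perivascular-like cells had 12 Nr3c1 UMIs in KO and 8 in WT, or 20.2 CPM (10.4 to 35.2) and 24.8 CPM (10.7 to 49.0), and a difference was not detectable at this depth. After thinning, their share was 7.81% in KO (2.59 to 17.3) and 0% in WT (0 to 13.2), against 14.1% and 30.8% before. The carry-over of germ cell transcripts was measured with 8 germ cell markers in somatic-like cells. Their median level in WT was 11.0%, 15.6% and 10.3% of the germ-like level in granulosa-like, theca-like and epithelia-like cells. At that rate, 7.88, 11.2 and 7.39 CPM of Nr3c1 would be carried into these WT classes, less than was measured in each. In KO the same markers stood at 16.4%, 24.0% and 12.1%, which would carry 1.90, 2.78 and 1.40 CPM.

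Germ-like cells of the 2 libraries were then compared gene by gene. Of 13807 genes with at least 100 UMIs, 24 differed by 0.25 or more in ln(CP10k + 1), 13 of them higher and 11 lower in KO. The median log2 ratio of all these genes was −0.055, and 95% of them lay between −0.66 and 0.49. Of the 13807 genes, 155 (1.12%) had a log2 ratio beyond 1 in either direction. Across genes, which are not independent replicates, Pearson's r of ln(CP10k + 1) between the libraries was 0.998. Raising the size limit to 0.5 moved the count of 24 genes most, to 0 genes. After Nr3c1, the lower genes past the limit with the largest ratios were Cwc22 (−1.21, from 156 CPM in WT to 67.7 in KO), Gm26870 (−1.09), Rps27rt (−0.69), Lars2 (−0.63), Id1 (−0.61), Wdr89 (−0.56) and Gm11808 (−0.56). The higher genes past the limit with the largest log2 ratios were Gm8730 (1.70, from 23.7 CPM in WT to 77.3 in KO), Gm10709 (1.13), Xlr4b (0.82), Gm10076 (0.77), Gm10260 (0.76), Rhox13 (0.74), Xlr4a (0.70) and Xlr4c (0.69). For these genes the 95% counting intervals excluded 0, which does not replace a replicate. The values of Xlr4a, Xlr4b and Xlr4c are uncertain as single genes because they are close paralogs on the X chromosome. Wdr89 is uncertain too, since a transcript of Rplp2 matched it at 95% identity or more over at least 200 bases. Gm26870, Lars2, Id1, Gm11808 and Rhox13 were not examined for copies.

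**Figure D2:**
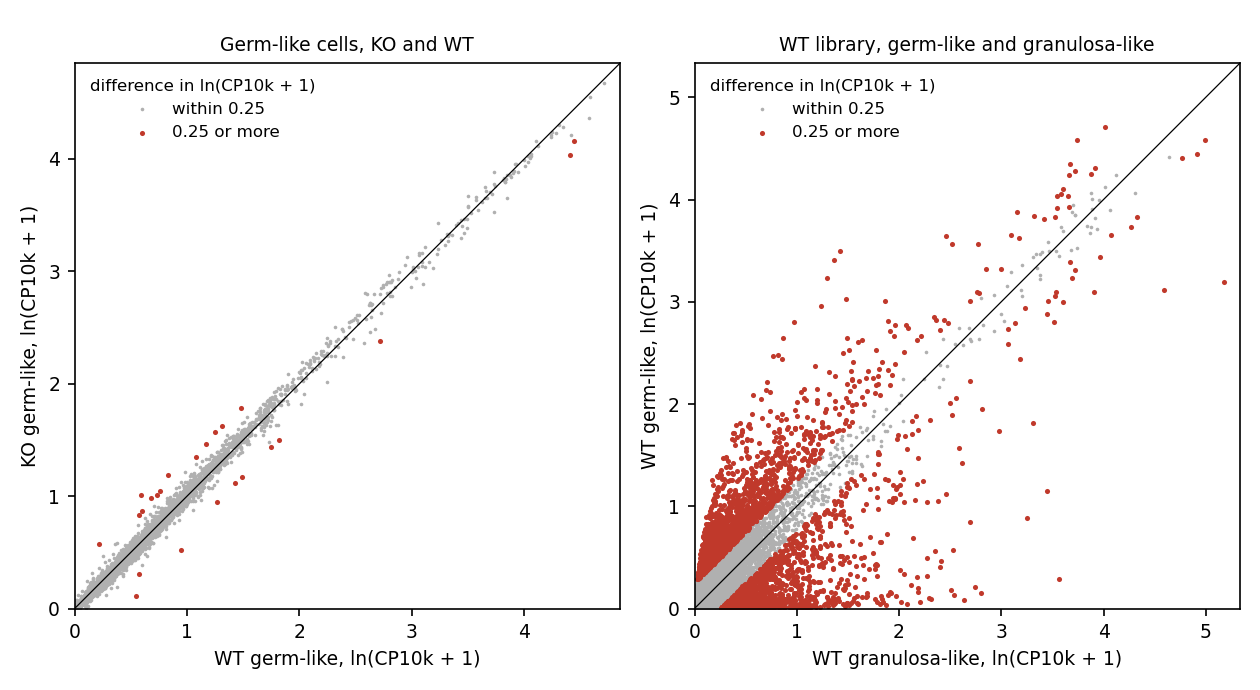
Expression of each gene with at least 100 UMIs, in ln(CP10k + 1) on both axes, for germ-like cells of the WT (x axis) and KO (y axis) libraries on the left, and for granulosa-like (x axis) and germ-like (y axis) cells of the WT library on the right, without class markers. Red points are genes that differ by 0.25 or more and the line marks equal values; 24 genes are red on the left and 2944 on the right.

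The germ-like differences were then set against the somatic-like classes of the same libraries. Of the 24 genes, 10 were past the size limit in the same direction in all 3 somatic-like classes, 3 in 2 classes, 3 in 1 class and 8 in none. The 10 shared genes were Gm8730, Gm10709, Gm10076, Gm10260 and Rps26-ps1, which were higher in KO, and Cwc22, Rps27rt, Gm42418, Rpl29 and mt-Atp6, which were lower. These 10 genes, and those past the limit in germ-like cells alone, were singled out after their values were seen. Of the shared 10 genes, 9 had a transcript that matched that of another gene at 95% identity or more over at least 200 bases, so their individual values are uncertain. Among them, Gm8730 matched Rplp0, Gm10709 matched Rpl29, Gm10260 matched Rps18, Gm10076 matched Rpl41, Rps26-ps1 matched Rps26, Rps27rt matched Rps27 and Cwc22 matched Gm13691. The ratio of Gm8730 was 1.90 in granulosa-like, 1.86 in theca-like and 1.89 in epithelia-like cells, close to the germ-like value. The 8 genes past the limit in germ-like cells alone were Xlr4a, Xlr4b, Xlr4c, Rhox13, Stra8 (0.61), Ndufb7 (0.59), Gm26870 and Id1. Being past the limit in germ-like cells alone was not tested as a difference between classes, and most of these genes had lower levels in somatic-like cells, where the limit is harder to reach. The ratio of Stra8 was 1.11, 1.01 and 0.72 in granulosa-like, theca-like and epithelia-like cells, that of Xlr4b was 1.27, 1.15 and 1.13, and that of Rhox13 was 1.26, 1.23 and 0.59. Xlr4a and Xlr4c were also higher in KO in each of these classes. In WT, the somatic-like CPM of these 5 genes was 7.53% to 17.9% of their germ-like CPM, against 8.97% to 17.5% for single germ cell markers, so these somatic ratios carry the limit set by germ cell transcripts in somatic-like cells.

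**Figure D3:**
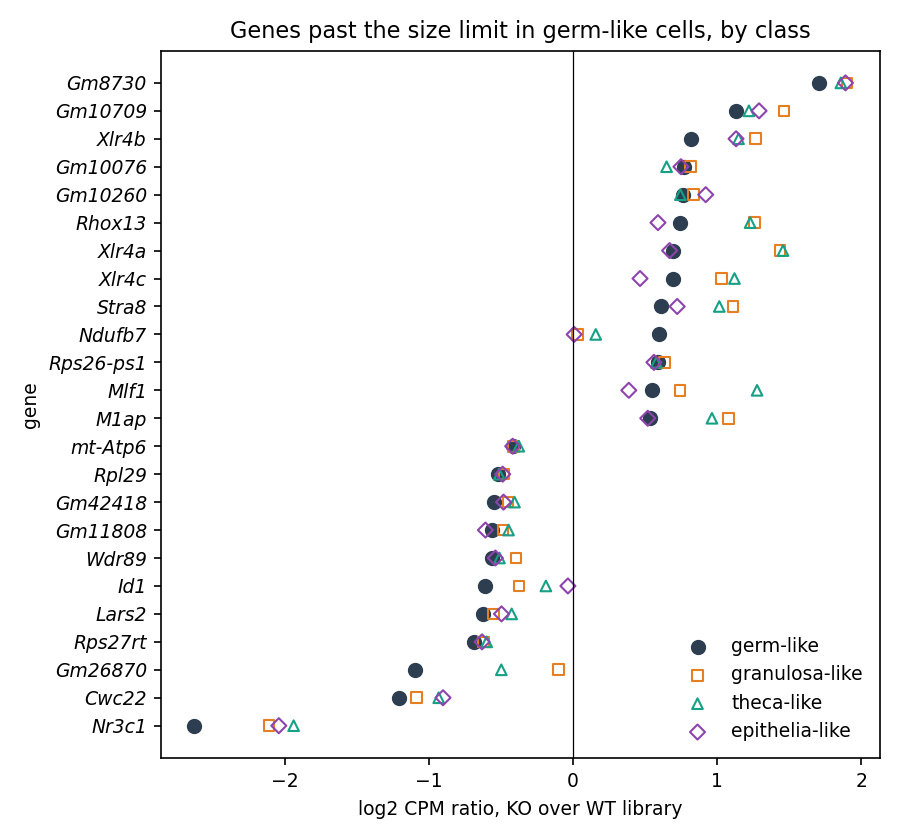
Log2 CPM ratio of KO over WT (x axis) of the 24 genes past the size limit in germ-like cells (y axis), in germ-like (filled circles), granulosa-like (squares), theca-like (triangles) and epithelia-like cells (diamonds), shown where the class held at least 100 UMIs. The symbols of Gm8730 lie together at 1.70 to 1.90, while Ndufb7 is at 0.59 in germ-like and 0.032 in granulosa-like cells.

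The same comparison was made in each main somatic-like class, and ratios were ranked among the genes past the size limit. In granulosa-like cells 29 of 11069 genes were past the size limit, 19 higher and 10 lower in KO, with a Pearson's r of 0.996 across genes. Of these 29 genes, Adamts19 had the lowest ratio (−1.38, −1.54 to −1.21), followed by Cwc22 (−1.08) and Btg2 (−0.65), and the highest were Gm8730, Gm10709 (1.46) and M1ap (1.08). The direction of M1ap reversed when Scrublet doublets were removed, to −0.46. In theca-like cells 41 of 10622 genes were past the limit, 27 higher and 14 lower, with an r of 0.995. Gm8730, Mlf1 (1.28) and Gm10709 (1.22) were highest, and Nr3c1, Cwc22 (−0.93) and Junb (−0.73) were lowest. Mlf1 was at 0.60 without Scrublet doublets, 0.58 without cells holding another class's markers and 2.05 with common limits on cells. In epithelia-like cells 25 of 10017 genes were past the limit, 13 higher and 12 lower, with an r of 0.997. The haemoglobin genes Hbb-y (5.42, 4.70 to 6.27), Hbb-bt (3.47) and Hbb-bs (3.39) were highest. Of the 1174 Hbb-y UMIs of KO epithelia-like cells, 1114 came from a single cell, and with all deposited barcodes Hbb-bt and Hbb-bs were lower in KO, at −0.13 and −0.31. Of the genes past the limit in epithelia-like cells, Cwc22 (−0.90), Junb (−0.81) and Rps27rt (−0.63) were lowest. Nr3c1 was not past the limit in granulosa-like and epithelia-like cells, where its WT level was 25.7 and 26.9 CPM. The counts of the somatic-like classes depended on the limits on cells, and with common limits they were 98, 196 and 64.

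WT germ-like and WT granulosa-like cells served as a control for the size of differences between distinct cell types. With class markers left out of the count, 2944 of 13241 genes (22.2%) were past the size limit, 1482 higher and 1462 lower in germ-like cells, and Pearson's r across genes was 0.791. Smc1b, Sycp1, Sycp3, 4930447C04Rik and Syce3 were the highest in germ-like cells. Smc1b was at 3200 CPM in germ-like and 315 CPM in granulosa-like cells. Tmsb4x, Lgals7, Anxa2, Hes1 and Aes were the lowest, and Tmsb4x was at 33.3 CPM in germ-like and 3447 CPM in granulosa-like cells. Germ cell transcripts carried into granulosa-like cells (11.0% of the germ-like level by the markers) limit the size of the higher ratios.

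Clock, which encodes an acetyltransferase of the circadian clock, was compared between germ-like and somatic-like cells within each library. It was at 77.7 CPM (76.1 to 79.3) in WT germ-like cells and at 26.7 CPM (24.9 to 28.6) in WT somatic-like cells, a log2 ratio of 1.54 (1.44 to 1.64). In the KO library it was at 78.1 CPM (76.5 to 79.7) and 31.3 CPM (29.8 to 32.8), a ratio of 1.32 (1.24 to 1.40). Removing cells with UMIs of another class's markers moved the KO ratio most, to 1.88. Within germ-like cells, Clock did not differ between the libraries beyond counting error (log2 ratio 0.0077, −0.034 to 0.049).

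Gene lists were compared in germ-like cells, all but the immediate early list fixed beforehand. The median log2 ratio of the 5 genes of the meiotic panel was 0.30, at the 100th percentile of matched random lists, whose central 95% lay between −0.10 and 0.13. Thinning moved this median most, to 0.24. Within the panel, Dmc1 (0.30), Prdm9 (0.30), Sycp3 (0.30) and Smc1b (0.25) were higher, while Sycp1 was at 0.029 and changed sign with common limits on cells (−0.0034). None of these genes was past the size limit. By qRT-PCR on bulk ovary, the paper found no change in these panel genes, with Gapdh as the unchanged control. In germ-like cells Gapdh was at 0.35 (0.32 to 0.38), above each panel gene. In somatic-like cells it was at −0.0080 (−0.027 to 0.011). Its WT level was 1183 CPM there against 133 CPM in germ-like cells, so bulk ovary is an unlike reference. In replicated RNA-seq of sorted germ cells at a later stage, the paper found no significant difference between WT and KO. The 5 GR-responsive genes with enough UMIs had a median of −0.040 (percentile 41.7), from −0.59 for Klf9 to 0.084 for Sgk1. The splicing panel had a median of 0.020 (48.7). Pluripotency and mitotic genes had a median of 0.0023 (69.1), with Pou5f1 at −0.40 and Sox2 at 0.60 (0.20 after thinning). The medians of these 3 lists changed sign under some alternatives, to 0.061, −0.0051 and −0.13 at most. The early meiotic list had a median of 0.15 (98.5), with all 6 genes higher in KO and Stra8 the highest. However, Meioc (0.0081) was below 0 under 3 alternatives, among them the scaling without mitochondrial, ribosomal protein and haemoglobin genes (−0.017). Zglp1 (0.029, −0.048 to 0.11) was at −0.072 after thinning. The later prophase and oocyte list had a median of 0.046 (73.6), from −0.46 for Ooep (−0.014 after thinning) to 0.25 for Hormad1. In that list Syce3, at 0.024, changed sign with common limits on cells (−0.020) and under the scaling without mitochondrial, ribosomal protein and haemoglobin genes (−0.00071). Haemoglobin genes had a median of 1.02 (100), Hba-a1 and Hbb-bs being at 27.6 and 36.8 CPM in KO germ-like cells. Immediate early genes, listed after several of them had been seen to be lower, had a median of −0.16 (19.9). They ranged from −0.45 for Dusp1 to 0.54 for Ier3. Of 17 genes, 5 were higher in KO, among them Fos (0.43, 0.33 to 0.54). Of the Y-linked genes, Uty had 1 UMI in WT germ-like cells and no ratio was computed.

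In the somatic-like classes, the GR-responsive genes had medians of −0.030 in granulosa-like (percentile 40.9), −0.11 in theca-like (11.9) and −0.12 in epithelia-like cells (9.92). The epithelia-like median changed sign after thinning (0.28), and the granulosa-like median with the mean over cells (0.0091). The splicing panel had medians of −0.039 (27.8), −0.049 (26.9) and 0.071 (86.0) in the same order. Immediate early genes had medians of −0.32, −0.40 and −0.17, below all 10000 random lists in each class. The meiotic panel had medians of 0.92, 0.83 and 0.50, and haemoglobin genes of 1.04, 1.14 and 3.39, all at the 100th percentile. The haemoglobin value of 3.39 rests largely on 1 KO cell per gene. Meiotic transcripts in these classes were at a low fraction of the germ-like level, for example 594 CPM of Smc1b in KO granulosa-like cells against 3813 CPM in KO germ-like cells.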

Values the study reported

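The study reported that 24,547 cells were analysed after filtering, from 4 WT and 2 KO ovary pairs that were pooled by genotype. It sorted germ cells and mixed them with somatic cells at 60 to 40. Genes with a log fold change above 0.25 and an adjusted p-value under 0.05 were called differentially expressed in the study.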

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

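All tests in this part were chosen after the results were seen. Endothelia-like cells enter no comparison of the report, and they stood out because their share was larger in the KO library. They made up 0.884% of KO cells (0.742 to 1.04), 137 cells, and 0.332% of WT cells (0.224 to 0.473), 30 cells. The KO library held more somatic-like cells, which raises every somatic share. This was tested by taking the share among somatic-like cells alone. It was 2.59% in KO (2.18 to 3.05) and 1.34% in WT (0.904 to 1.90), so the larger somatic fraction does not account for the whole difference. Among somatic-like cells, perivascular-like cells stood at 1.21% and 1.16%, with overlapping intervals. Scrublet called 21.2% of the KO and 0% of the WT endothelia-like cells doublets. Without these calls the shares were 2.33% (1.91 to 2.80) and 1.40% (0.948 to 2.00), a log2 ratio of 0.73 (0.13 to 1.36) against 0.95 (0.37 to 1.57) with them. Called doublets are therefore argued against as the whole cause, while doublets that were not called may still contribute, with 30 WT cells to compare. How somatic cells were drawn from each pool before mixing stays open. A biological difference by genotype was not tested, since each genotype has 1 library.

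Rec8 and Spo11 stood out because their KO over WT ratios pointed in opposite directions in germ-like cells and in pooled somatic-like cells, beyond counting error in each. In the immediate early list, Fos (0.43 and −0.30), Ier3 (0.54 and −0.16) and Atf3 (0.53 and −0.094) did so too, and were not followed up. The difference between the classes was not tested, since there is 1 library per genotype. The log2 ratio of Rec8 was 0.41 (0.32 to 0.50) in germ-like and −0.54 (−0.71 to −0.37) in somatic-like cells, a difference of 0.95. By class it was −0.54 in granulosa-like and −0.63 in epithelia-like cells, but 0.36 (−0.47 to 1.23) in theca-like cells, from 39 KO and 19 WT UMIs. That of Spo11 was −0.34 (−0.38 to −0.30) in germ-like and 0.30 (0.13 to 0.48) in somatic-like cells, a difference of −0.64. By class it was 0.40 in granulosa-like and 0.48 in theca-like cells, but −0.019 (−0.41 to 0.38) in epithelia-like cells. RNA of germ cells in somatic-like cells, free or in doublets, is a candidate explanation, because germ markers were carried over more in the KO library, by 0.58 on the log2 scale. For Spo11, the germ-like ratio plus this shift gives 0.24, inside the interval of the somatic value. Without Scrublet doublets the somatic ratio of Spo11 was −0.36, close to the germ-like value. For Rec8 the same sum gives 0.99, far outside the interval of the somatic value, and in WT its somatic CPM was 124% of its germ-like CPM, so carry-over is argued against for the pooled value. In theca-like cells alone, the interval of Rec8 includes that sum and carry-over stays open. The somatic ratio of Rec8 stayed at −0.44 without Scrublet doublets. For Rec8 the difference between the pools in embryos, capture or genotype stays open.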

How the results depend on the processing

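No alternative was added after the results were seen. Of 869 values recomputed under the alternatives, 626 stayed within the counting interval of the reported value, or for counts of genes within 1.5 times of it. A further 237 moved, and 6 others changed sign although the interval of the reported value excluded 0. Among the values that stayed or moved, 37 changed sign, each with an interval that included 0. Of the 658 that concern single genes, shares of cells with an Nr3c1 UMI or lists in somatic-like cells, 176 moved. The cause was not tested for the moves below except where it is stated.

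Nr3c1 was lower in KO in each of the 4 main classes under every alternative that gave a value, with log2 ratios from −2.66 to −1.71. Of these ratios, the germ-like value moved when cells were thinned, to −2.50. Each alternative on doublets or limits changed the number of cells by construction. Common limits kept 13830 KO and 8415 WT cells, removal of Scrublet doublets 14479 and 8840, and removal of cells with another class's markers 11251 and 6332. The germ-like share of KO cells became 60.1% with all barcodes, 67.5% with common limits, 67.9% without Scrublet doublets, 84.4% without cells holding another class's markers, 67.8% at Leiden resolution 1 and 70.2% without regression. The WT share became 66.1% with all barcodes, 91.8% without cells holding another class's markers and 77.1% without regression. The KO share lay below the WT share under each alternative. Removing cells with another class's markers left no epithelia-like cells, since each held such UMIs, so that alternative gave no value for the class.

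In germ-like cells the number of genes past the size limit lay between 21 and 30 with a limit of 0.25, against 24 as reported, and between 20 and 24 of the reported genes were among them. With a limit of 0.5 it was 0 in germ-like, 2 in granulosa-like, 3 in theca-like, 5 in epithelia-like and 1074 in WT germ-like against granulosa-like cells, which follows from the stricter limit. The somatic-like counts (29, 41 and 25 as reported) were less stable. Common limits on cells gave 98 granulosa-like, 196 theca-like and 64 epithelia-like genes. All barcodes gave 47 granulosa-like genes. Removal of Scrublet doublets gave 19 granulosa-like and 15 theca-like genes, and removal of cells with another class's markers gave 17 and 25. Scaling without mitochondrial, ribosomal protein and haemoglobin genes gave 48 and 63, where smaller totals raise every value on the ln(CP10k + 1) scale. Theca-like counts were also 15 at Leiden resolution 1, 18 without regression, 21 with the mean over cells and 23 after thinning. The share of higher genes in epithelia-like cells was 52.0% as reported and 41.9% (13 of 31) under the scaling without those genes. It was also 70.3% with common limits and 23.3% with all barcodes in that class. In theca-like cells it went from 65.9% to 81.6% with common limits and to 40.0% without Scrublet doublets. In granulosa-like cells it went from 65.5% to 75.5% with common limits, 36.2% with all barcodes and 52.6% without Scrublet doublets. No scaling moved the median log2 ratio of all genes by more than 0.045 in any of the 4 classes, a shift reached by TMM in germ-like cells.

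Clock was higher in germ-like than in somatic-like cells under every alternative. The KO ratio moved to 1.19 with all barcodes, 1.58 without Scrublet doublets, 1.88 without cells holding another class's markers, 1.40 at Leiden resolution 1, 1.63 without regression, 1.44 with TMM, 1.51 with the mean over cells and 1.45 after thinning. The WT ratio moved to 1.29 with all barcodes, 1.70 with common limits, 1.66 without Scrublet doublets, 1.84 without cells holding another class's markers, 1.80 without regression and 1.69 with the mean over cells.

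For the lists in germ-like cells, TMM moved the medians up together, to 0.34 for the meiotic panel, 0.065 for the splicing panel, 0.048 for pluripotency and mitotic genes, 0.20 for the early meiotic list and 0.092 for the later prophase and oocyte list, as a single factor per library must. The meiotic panel was also at 0.25 without cells holding another class's markers, 0.27 without regression and 0.24 after thinning. Pluripotency and mitotic genes were at 0.019 with common limits and −0.13 after thinning, and their median was also below 0 under 5 other alternatives. GR-responsive genes in germ-like cells, at −0.040 as reported, were above 0 without regression (0.039), with TMM (0.0056) and after thinning (0.061). The splicing panel was below 0 (−0.0051) under the scaling without mitochondrial, ribosomal protein and haemoglobin genes. In somatic-like classes, the median of GR-responsive genes changed sign in epithelia-like cells after thinning (0.28) and in granulosa-like cells with the mean over cells (0.0091). No direction is read from these medians, whose intervals included 0. The later prophase and oocyte list was at 0.0100 with common limits, and haemoglobin genes at 1.09 after thinning.

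The 6 changes of sign against an interval that excluded 0 were as follows. M1ap in granulosa-like cells went from 1.08 to −0.46 without Scrublet doublets. Hbb-bt and Hbb-bs in epithelia-like cells were at −0.13 and −0.31 with all barcodes. Syce3 in germ-like cells was at −0.020 with common limits and −0.00071 under the scaling without mitochondrial, ribosomal protein and haemoglobin genes, and Sycp1 at −0.0034 with common limits, all close to 0. The cause was not tested. The other changes of sign of single genes concerned Clock, Fkbp5, Hba-a2, Hnrnph3, Meioc, Sgk1, Top2a, Tra2b, Utf1 and Zglp1 in germ-like cells. Depth limits the shares most: thinning moved all 8 shares of cells with an Nr3c1 UMI, as fewer UMIs per cell must.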

Other observations

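The tests of linkage, of the carry-over of shared genes, of pseudogenes among them, of genetic background, of blood RNA, of germ cell RNA behind the somatic values of Xlr4a, Xlr4b, Xlr4c, Rhox13 and Stra8, of the spread over cells of Hba-a1, Hbb-bs and Hbb-bt and of GR-driven transcription were chosen after the results were seen, and the list of immediate early genes was written then too. The other tests in this part were planned before the result each one measures.

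Of the 24 genes past the size limit in germ-like cells, 10 were past it in all 3 somatic-like classes, 6 in 1 or 2 of them and 8 in germ-like cells alone. Linkage to the deleted gene is a candidate cause of such differences, as the region around Nr3c1 can come from another strain. Of the 23 genes other than Nr3c1, 0 lay within 20 Mb of it on chromosome 18, where 164 tested genes lie, so linkage is argued against as their cause. In granulosa-like cells, Adamts19 lies 19.4 Mb from Nr3c1 and was past the limit, as was Egr1, chosen after its value was seen, within that window in theca-like cells, and for these genes linkage stays open.

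For the 10 genes shared by all classes, germ cell RNA in somatic-like cells is argued against, since their somatic CPM was 131% of their germ-like CPM in the median, while germ markers stood at 24.0% or less in the median of each class. Of the 10 genes, 5 were annotated as pseudogenes or named as ribosomal protein genes, against 0.992% of the tested genes. A near-identical transcript of another gene was found for 9 of them, against 36.0% of 189 other genes of like expression. Reads shared between copies may therefore lie behind these values. Such sharing alone gives no ratio if it acts in both libraries alike, so a difference between the pools or captures is needed too. A variant between the genetic backgrounds of the pools is a candidate source of that difference. The largest spread of a gene's log2 ratio over the 4 classes was 0.34, but this decides nothing, since the genes were chosen for passing the limit in the same direction in all 4. A variant, the genotype and the capture therefore cannot be told apart without reads or strain information. Gm42418 and mt-Atp6 are not covered by copies among the counted genes.

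Of the 8 genes past the limit in germ-like cells alone, Xlr4a, Xlr4b, Xlr4c, Rhox13 and Stra8 were also higher in KO in the somatic-like classes. Germ cell RNA in those cells is a candidate source of these values. In WT their somatic CPM was 12.5% of their germ-like CPM in the median of genes and classes, within the range of the germ markers (8.97% to 17.5%), and the germ-like ratio plus the shift of the markers lay close to the somatic ratio, which was lower by 0.13 in the median. A somatic increase is therefore not read from them. Stra8 is an early meiotic gene, and a different mix of meiotic stages in the pools may give such ratios. Germ-like cells were clustered without the genes past the limit, and both libraries were given the same mix of clusters. With 9 clusters, 66.5% of the log2 ratio remained in the median of the 8 genes, and with 25 clusters 40.2% remained. For Stra8 the share left was 5.27% with 9 clusters, and for Ndufb7 it was 76.3%. Stage and other differences between the pools cannot be told apart for the set, because the answer depends on how finely stages are divided. A delay or advance caused by the genotype would be seen in the same way, and remains untested in these libraries. In meiotic spreads at E15.5, the paper found the distribution of prophase substages not significantly changed in KO.

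Germ cell transcripts were higher in the somatic-like classes of KO. The 8 germ markers and the meiotic panel made up 0.253% of UMIs per somatic-like cell in KO and 0.156% in WT in the mean, a log2 ratio of 0.69. In the median cell the log2 ratio was 0.57. Free RNA in the droplets may give this, but KO somatic-like cells were shallower, with a median of 8441 UMIs against 12406. The same amount of free RNA per droplet is a larger share of a shallower cell. More free RNA in the KO droplets is therefore not read from this ratio. Without Scrublet doublets the mean ratio was −0.17 (−0.55 in granulosa-like, −0.26 in epithelia-like and 0.22 in theca-like cells). This goes with doublets of a germ and a somatic cell as the source of most of the mean difference, though theca-like cells kept a positive value. The median-cell ratio was still 0.43 then, so free RNA may act too, with the same limit from depth. Scrublet set different score thresholds, 0.255 in KO and 0.372 in WT, and called 6.60% and 2.27% of cells, so part of this shift may lie in the caller. M1ap, Mlf1 and the meiotic panel in somatic-like cells are read with this limit.

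Haemoglobin transcripts were higher in KO in cells that are not erythroid. The median of the haemoglobin list differed by 0.13 at most between germ-like, granulosa-like and theca-like cells, which is consistent with free RNA from blood entering all droplets alike. The far higher value in epithelia-like cells had another form. The 10 KO cells with most Hbb-y UMIs held 95.9% of them. For Hba-a1, Hbb-bs and Hbb-bt, which give the list median of 3.39, the corresponding shares were 90.7%, 87.9% and 87.4%, against 73.6%, 53.4% and 41.7% in WT. For each gene a single KO cell held most of the UMIs: 2342 of 3304 for Hba-a1, 3045 of 3674 for Hbb-bs and 740 of 966 for Hbb-bt. The values therefore rest largely on 1 cell per gene. Scrublet calls held 95.6% of the Hbb-y UMIs but 20.7%, 5.99% and 11.1% of the others, and without these calls Hbb-y fell to 1.20 while Hbb-bs was at 3.53 and Hbb-bt at 3.63. Called doublets thus carry the Hbb-y value and not those of Hbb-bs and Hbb-bt, and what the other cells are stays open.

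Nr3c1 UMIs remained in KO germ-like cells at 16.2% of the WT level. Cells with an intact gene in the KO pool would hold as many UMIs each as WT cells. After thinning, 10 KO germ-like cells (4.80 to 18.4) held 2 or more Nr3c1 UMIs, where intact cells would give 38.3 and an even low level in all cells 6.79. Intact cells are therefore argued against as the main source. A transcript of the deleted gene that is still captured at its 3-prime end stays open and was not tested. Free RNA was not tested either. In a pool of homozygous deletion embryos it would itself come from the deleted gene, unless it entered from outside the pool.

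Immediate early genes were lower in the somatic-like classes of KO, below all 10000 random lists in each class. If GR-driven transcription had fallen in general, the GR-responsive list should be lower too. Its median in somatic-like cells was −0.10, at percentile 14.3, which decides neither way with 5 genes. Immediate early genes also respond to tissue dissociation, and the handling of each pool cannot be told apart from its genotype here.

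Mitochondrial transcripts were lower in KO germ-like cells, with a median log2 ratio of −0.30 over 13 genes. Between cells of 10000 to 15000 UMIs in both libraries the median was −0.29, so the lower depth of the KO library is argued against. Differences in cell state, handling or genotype stay open.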
